A study of Mus musculus with 6 samples. Its data were reported in "MicroRNAs mediate liver transcriptome changes upon soy diet intervention in mice" (2019).

How the data were processed

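Liver RNA of 6 male mice was made into small RNA libraries with a TruSeq kit and sequenced as single-end reads on an Illumina NextSeq instrument, per the labels and the study's methods. The authors assigned the reads to mature microRNAs; the aligner, the genome build and the miRBase release are not given in the sources used here. Such assignment sets what is measured, since reads that match more than 1 mature sequence, or whose ends differ from the listed arm, can be lost or moved to another name. miR-199a-3p had at most 30 reads in any library and miR-199a-5p of the same hairpins 518 to 1622, and the reason was not tested. miR-199a-3p fell below the filter of the main tests, but entered the fits without a filter and the counts of microRNAs detected.

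2 kinds of deposited values were used. The deposited count table holds whole read counts per mature microRNA and library, without normalization, for 1907 microRNAs, of which 1191 were at 0 in every library. The deposited log2 table holds values that the authors scaled and log2-transformed, with no value below 4 reads. The study's methods name DESeq2's geometric-mean scaling for these values. When checked against the counts, the factor of each library instead equalled the total of soy replicate 2 divided by that library's own total, both taken over microRNAs of at least 4 reads, to within 3.6e-14, and values were absent exactly where the count was below 4 (0 mismatches). The main tests therefore started from the counts, and the log2 values served as an alternative. All sample columns of both tables matched a label, and 0 columns were left unused.

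Libraries were grouped by the diet in their labels, 3 regular and 3 soy. Replicates were compared first. Over microRNAs, log2 CPM correlated at 0.916 to 0.954 within groups and at 0.927 to 0.956 between groups, and the chi-square per degree of freedom between libraries of a group was at least 264, so no pair of libraries looked like the same library deposited again. Totals ranged from 5727546 to 12762916 reads per library. A count of 0 allows up to 0.235 to 0.524 CPM (3 reads of the library's total). The libraries carry no molecular identifiers that were used here, so intervals and such limits cover counting error only, not amplification.

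MicroRNAs with at least 4 reads in at least 3 of the 6 libraries entered the tests, which left 437. The study's design was followed, a comparison of the diets with no covariate. Its tool was not taken as the main test: the study names a Deseq analysis for its calls. The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) on the deposited counts with TMM scaling and Benjamini-Hochberg adjustment at 0.05. CPM values use the TMM-scaled library sizes. DESeq2 1.42.0 and limma-voom (limma 3.58.1) were alternatives. Values with a single number per library (total reads, microRNAs detected, shares of reads) were compared by two-sided exact permutation tests over 20 assignments of the libraries.

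17 lists of microRNAs were written before the data were examined: the pair that the study called, the mature arms of the miR-143/145 and miR-455 loci, liver microRNAs named by the study, 7 lists of cell type markers (hepatocyte, mesenchymal, endothelial, leukocyte and Kupffer, erythroid, epithelial and bile duct, and muscle, pancreas and neural), the let-7 family, the miR-17~92 clusters, the Dlk1-Dio3 cluster, and lists for lipid and glucose metabolism, the estrogen receptor, iron and hypoxia, and fibrosis and injury. Lists with at least 3 measured members were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry, and the pair was given as counts only. Members were also adjusted over the list alone. Older and newer spellings of a name were both listed, and a name counted where it matched the table exactly.

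The microRNAs named were fixed by a rule written before the data were examined. It took the arms of the miR-143/145 and miR-455 loci, all microRNAs called by the main test (or, with fewer than 10, the 10 of smallest p), the 10 most abundant, the 2 most abundant members of each list and its member of smallest p, and up to 5 microRNAs called by DESeq2 or limma-voom only. Hairpin positions and overlapping genes were taken from GENCODE M21 on GRCm38 and describe that annotation, not the authors' mapping.

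The steps were tested on simulated data. Counts were drawn from the means, depths and spread of these libraries in 10 draws with 20 or 200 changed microRNAs. With 200 changed, edgeR recovered 32.5% of 2-fold and 65.6% of 4-fold changes with 2.56% false calls; with 20 changed, DESeq2 recovered 24.5% and 54.2% with 22.4% false calls, against 5.26% for edgeR. camera called a list in 0 of 20 unchanged draws and in 18 of 20 draws in which the let-7 family was shifted by 0.5 log2 units. The simulated microRNAs were drawn independently of each other, so these rates do not cover lists whose members vary together.

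The alternatives were DESeq2 size factors or total reads as scaling, the 5 most abundant microRNAs left out, no filter, at least 4 reads in every library, edgeR's filterByExpr, DESeq2 with and without independent filtering, limma-voom, limma on the deposited log2 values, other set tests, other detection limits, counts thinned to 5727546 reads, each library left out in turn, and the replicate number as a block. DESeq2 with a fold-change prior, DESeq2 under other filters and with libraries left out, and the lists without the pair were added after seeing the data. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15. The messenger RNA arrays of the study were not analysed here.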

Results

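Small RNA was sequenced from the livers of 6 male mice of mixed background. The labels give an age of 12 weeks, which in the study's methods is that of the mice put on the diets. The question was whether a soy-enriched diet alters the microRNAs of the liver, short RNAs that pair with messenger RNAs and lower their translation or stability. A group of 3 mice ate regular granulated chow, and a group of 3 mice ate for 4 weeks a chow made of 75% regular food and 25% soy. Each library came from a different mouse. The deposited table gave whole read counts for 1907 mature microRNAs, of which 716 had at least 1 read in some library. The regular libraries held 10242893, 10325712 and 5727546 microRNA reads, and the soy libraries held 12762916, 10032094 and 10175634.

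A few microRNAs took most of the reads under both diets. These are shares of reads, and whether they follow the amounts of each microRNA in the liver was not tested. miR-22-3p took 21.1% to 22.2% of the reads in soy and 19.3% to 21.6% in regular libraries, and miR-192-5p, an abundant microRNA of liver and gut epithelium, took 18.4% to 22.7% and 17.6% to 22.4%. Together these microRNAs made up 42.3% ± 1.66 (SD, n = 3) of the soy reads and 39.9% ± 1.53 (SD, n = 3) of the regular reads (exact permutation p = 0.2, two-sided). The 10 most abundant microRNAs of the table made up 78.2% ± 0.6 and 77.7% ± 1.34 (exact permutation p = 0.6). miR-122-5p, the microRNA most specific to hepatocytes, made up 1.81% ± 0.304 (SD, n = 3) of the soy reads against 2.44% ± 0.443 (SD, n = 3) of the regular reads (exact permutation p = 0.2). Its share ranged from 1.61% to 2.16% in soy and from 1.96% to 2.83% in regular libraries, so the groups overlapped. In regular replicate 1 its 95% exact binomial interval was 1.95% to 1.967%, which covers counting error only.

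The groups did not differ beyond the spread between mice in depth or in the number of microRNAs seen. The soy libraries held 10990215 ± 1536881 reads (SD, n = 3) and the regular libraries 8765384 ± 2631170 reads (SD, n = 3; exact permutation p = 0.6). At 4 reads or more, 441.7 ± 27.8 microRNAs were detected per soy library and 446 ± 21.5 per regular library (SD, n = 3; exact permutation p = 0.9). Above 4 reads, a limit that was not in the plan, the means were 434.0 and 438.0 microRNAs (exact permutation p = 1). With 3 mice against 3, the smallest two-sided p this test can give is 0.1, and over the 6 tests of this kind the smallest Benjamini-Hochberg value was 0.6.

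miR-145a-5p and miR-455-3p, the pair that the study called, were at lower levels in every soy library than in any regular library. miR-145a-5p, which is made mostly by mesenchymal cells such as smooth muscle and stellate cells, stood at 49.6 ± 4.96 CPM (reads relative to the TMM-scaled library size; SD, n = 3) in soy and 96.6 ± 11.2 CPM in regular livers. Its reads were 556, 489 and 549 in soy against 1017, 843 and 663 in regular libraries, a log2 fold change of -0.96 ± 0.22 (SE). miR-455-3p stood at 20.2 ± 7.43 CPM in soy and 79.7 ± 37 CPM in regular livers, with 331, 216 and 122 reads against 1218, 456 and 466, a log2 fold change of -1.98 ± 0.41 (SE). By edgeR's quasi-likelihood test neither passed the threshold over all 437 microRNAs tested (adjusted p = 0.295 for both). DESeq2 was an alternative here, and a Deseq analysis is what the study names for its own calls. DESeq2 called both as lower in soy (log2 fold change -0.957 with adjusted p = 0.00952 for miR-145a-5p, and -1.969 with adjusted p = 0.00458 for miR-455-3p). Without regular replicate 1, regular replicate 3 or soy replicate 2, DESeq2 called neither, and without soy replicate 1 it called miR-455-3p alone of the pair. Adjusted over the list alone, with edgeR's p-values, 2 of these 2 members passed, but the study chose this pair on these samples, so that count is not independent evidence of a change.

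The remaining arms of the same loci did not share this direction. The miR-145a hairpin lies on chromosome 18 from 61647825 to 61647894 on the minus strand (GRCm38, GENCODE M21), 1301 bp from the miR-143 hairpin at 61649196 to 61649258, and no annotated host gene covers either. miR-145a-3p was at 95 ± 24.6 CPM in soy and 87.8 ± 25 CPM in regular livers (log2 fold change 0.11 ± 0.28 SE), and miR-143-3p, its abundant cluster partner, at 21890 ± 3210 and 18670 ± 4160 CPM (0.23 ± 0.18 SE). miR-143-5p had few reads, from 0 to 74 per library (log2 fold change 0.15 ± 1.18 SE). The miR-455 hairpin lies on chromosome 4 from 63256851 to 63256932 on the plus strand, in an intron of the collagen gene Col27a1. miR-455-5p was at 64.5 ± 9.96 CPM in soy and 47.3 ± 22.3 CPM in regular livers (0.45 ± 0.33 SE; 0.977 without regular replicate 2). None of these arms passed edgeR's test (adjusted p = 0.982 for each), and the direction of miR-145a-3p and miR-143-5p turned when single libraries were left out.

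**Figure D1:**
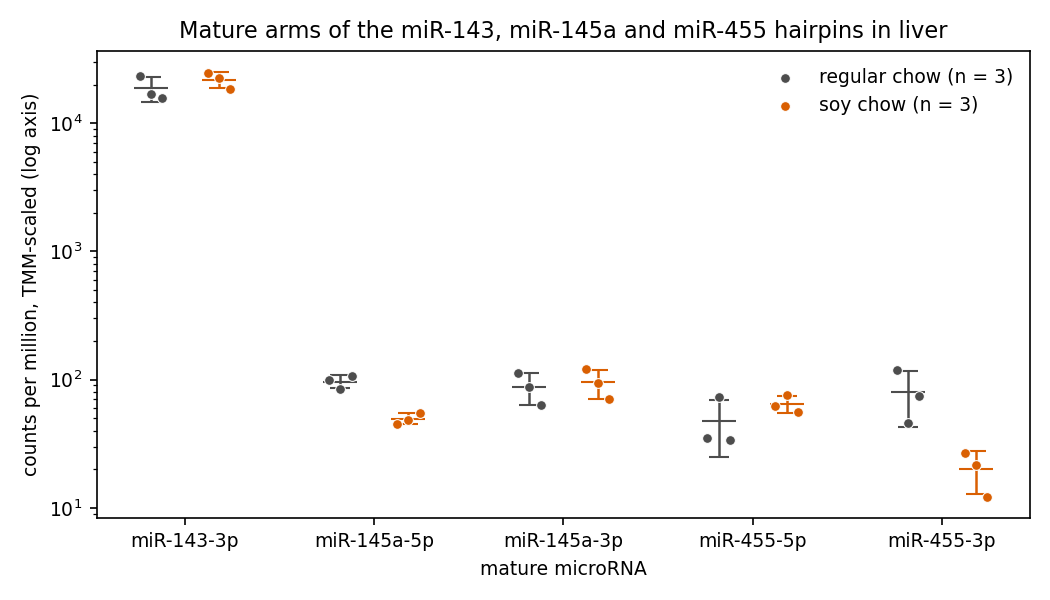
CPM values (TMM-scaled, log axis) of the mature arms of the miR-143, miR-145a and miR-455 hairpins in each liver library, with the mean (long bar) and SD (error bar) of 3 regular (grey) and 3 soy (orange) libraries. The soy points of miR-145a-5p and miR-455-3p lie below all regular points, with means of 49.6 against 96.6 and 20.2 against 79.7 CPM, and the points of the other arms overlap.

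Over the whole table, no microRNA passed edgeR's test between the diets. Of 437 microRNAs with at least 4 reads in at least 3 libraries, 0 were called at an adjusted p under 0.05 by edgeR, 0 by limma-voom and 2 by DESeq2. At an unadjusted p under 0.05, edgeR gave 22 microRNAs, 10 of them higher and 12 lower in soy, where chance alone gives 21.8; DESeq2 gave 24 and limma-voom 27. Without the filter on low counts edgeR called 8, miR-455-3p among them. The soy and regular ranges did not overlap for 56 microRNAs, or 12.8%, against 10% by chance. In simulated tables of the same depth and spread with 20 changed microRNAs, edgeR recovered 10.2% of those changed 2-fold and 45.8% of those changed 4-fold.

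The microRNAs of smallest p after that pair are given as values only. miR-150-5p, a microRNA of mature lymphocytes, had 1402, 1527 and 1629 reads in soy and 701, 1007 and 422 reads in regular libraries (log2 fold change 0.86 ± 0.25 SE), and miR-142a-5p, made by blood-derived cells from a hairpin in an intron of Mir142hg, at 1383 ± 283 and 820.1 ± 302 CPM (0.75 ± 0.26 SE). miR-141-3p, of the epithelial miR-200 family, was at 89.2 ± 21.5 and 49.3 ± 4.99 CPM (0.86 ± 0.24 SE). miR-21a-3p, the minor arm of a hairpin in an untranslated exon of Vmp1, was at 320.3 ± 101 and 183.1 ± 32.7 CPM (0.81 ± 0.26 SE; 0.527 without soy replicate 3). Lower mean levels in soy were measured for miR-181a-2-3p (-0.77 ± 0.23; -0.468 without regular replicate 1), miR-219a-1-3p (-1.27 ± 0.41) and miR-592-5p (-1.77 ± 0.60), and a higher one for miR-5099 (2.05 ± 0.70), which had 71 or 72 reads in each soy library and 11 to 19 in the regular ones. Their adjusted p in edgeR ranged from 0.696 to 0.728. The miR-592-5p value rests on regular replicate 2, with 724 reads against 108 and 178 in the other regular libraries, and was -0.764 without it.

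**Figure D2:**
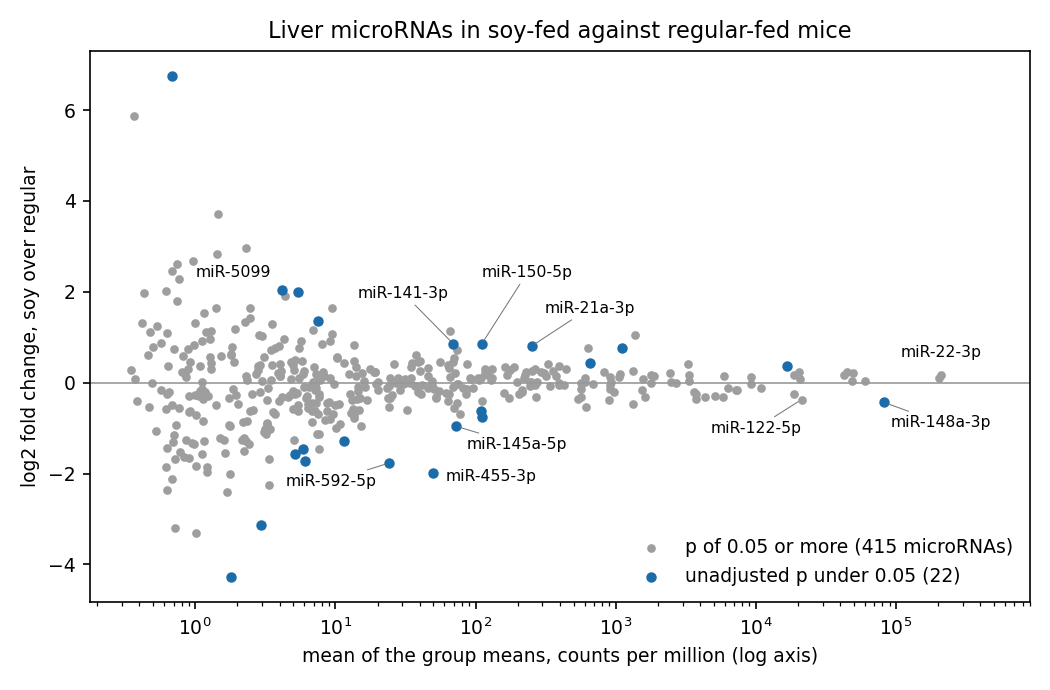
Each point is 1 of the 437 microRNAs tested, with the mean of the soy and regular mean levels in CPM on the x axis (log axis) and the edgeR log2 fold change of soy over regular on the y axis. The 22 microRNAs at an unadjusted p under 0.05 (blue) lie on both sides of 0, none of the points passed the adjusted threshold, and the fold changes of microRNAs near 1 CPM spread over several log2 units.

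None of the 10 most abundant liver microRNAs passed the test between the diets. miR-22-3p was at 222100 ± 3260 CPM in soy and 198500 ± 5810 CPM in regular livers (log2 fold change 0.16 ± 0.10 SE), and miR-192-5p at 209000 ± 24500 and 194100 ± 31700 CPM (0.11 ± 0.15 SE). miR-148a-3p, abundant in hepatocytes, was at 70050 ± 5030 and 94760 ± 17700 CPM (-0.44 ± 0.15 SE, adjusted p = 0.728 in edgeR), and miR-122-5p at 18490 ± 3430 and 23920 ± 3740 CPM (-0.37 ± 0.18 SE, adjusted p = 0.941). For miR-21a-5p, miR-10a-5p, miR-26a-5p and miR-27b-3p the log2 fold changes were 0.22 ± 0.19, 0.24 ± 0.15, 0.17 ± 0.14 and 0.09 ± 0.13 (SE), and with a library left out they ranged from 0.027 to 0.406, 0.099 to 0.391, 0.096 to 0.333 and 0.065 to 0.212. For let-7f-5p and miR-30a-5p they were 0.04 ± 0.18 and 0.03 ± 0.14, with the sign turning when libraries were scaled by total reads alone.

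The microRNAs that the study named as liver-specific or abundant in liver had 20 measured members, of which 11 were higher and 9 lower in soy, with 0 called over all microRNAs and 0 when adjusted over the list alone. Their median log2 fold change was 0.006 and the camera test, which compares a list with all other microRNAs, gave an adjusted p of 0.852. Hepatocyte microRNAs showed 7 higher and 3 lower of 10 (0 called either way; camera adjusted p = 0.852), with miR-192-5p at 0.11, miR-148a-3p at -0.44 and miR-122-5p at -0.37 as log2 fold changes.

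MicroRNAs of the other liver cell types did not pass the list test either. Of 12 leukocyte and Kupffer cell microRNAs, 9 were higher and 3 lower in soy (median log2 fold change 0.241, camera adjusted p = 0.17), among them miR-146a-5p at 0.26 ± 0.18 (SE), miR-150-5p at 0.86 and, on the lower side, the abundant miR-181a-5p at -0.11 ± 0.16, a sign that turned without regular replicate 1. Of 13 mesenchymal microRNAs, 9 were higher and 4 lower (camera adjusted p = 0.852), with miR-143-3p at 0.23, miR-125b-5p at -0.19 ± 0.22 and miR-145a-5p at -0.96, so the values of its abundant members lay on both sides of 0. Of 3 endothelial microRNAs, 1 was higher and 2 lower (camera adjusted p = 0.852); miR-126a-5p was at 18880 ± 311 CPM in soy and 14620 ± 1490 CPM in regular livers (0.37 ± 0.13 SE, adjusted p = 0.728 in edgeR), whereas its other arm miR-126a-3p was at 1769 ± 188 and 1781 ± 289 CPM. Erythroid microRNAs gave 3 higher and 4 lower of 7 (camera adjusted p = 0.884), with miR-451a at 0.12 ± 0.28, miR-144-5p at 0.18 ± 0.38 and miR-144-3p at 0.72 ± 0.38. Epithelial and bile duct microRNAs gave 3 higher and 6 lower of 9 (camera adjusted p = 0.986), with miR-141-3p at 0.86, miR-31-5p at -0.02 ± 0.16 and miR-200b-3p at -0.03 ± 0.22. Muscle, pancreas and neural microRNAs gave 2 higher and 1 lower of 3 (camera adjusted p = 0.852), with miR-375-3p of endocrine cells at 1.14 ± 0.80 (0.485 without soy replicate 3, 1.69 without regular replicate 3) and miR-133a-3p of muscle at 0.35 ± 0.59 (-0.095 without soy replicate 3). Adjusted over the list alone, miR-145a-5p passed in the mesenchymal list, where it had been placed in the knowledge of the study's call, and 0 members passed in the other cell type lists.

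Among lists fixed for the diet, the microRNAs tied to iron handling and hypoxia were the only list called by camera. Of 11 measured members, 2 were higher and 9 lower in soy, with a median log2 fold change of -0.371 and an adjusted p of 0.0304, but adjusted p = 0.491 with an estimated correlation. fry, which asks whether the members move on balance in the same direction, gave an adjusted p of 0.0161. Its member of smallest p was miR-145a-5p at -0.96, a mesenchymal microRNA, and its 2 most abundant members were the hepatocyte microRNAs miR-148a-3p at -0.44 and miR-122-5p at -0.37, the latter tied to systemic iron balance. Over all microRNAs 0 members passed edgeR's test, and adjusted over the list alone 1 passed, miR-145a-5p, whose inclusion followed the study's call. Without the pair that the study called, the camera adjusted p was 0.17, and the call was also lost without regular replicate 1 (0.121), 2 (0.0552) or 3 (0.163) or soy replicate 2 (0.107) or 3 (0.0956).

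The lists for metabolism, estrogen and tissue injury were not called by camera. Lipid and glucose microRNAs had 17 higher and 6 lower of 23 members (median log2 fold change 0.205, camera adjusted p = 0.17), with miR-21a-5p at 0.22, miR-26a-5p at 0.17 and miR-378a-3p, made from an intron of a gene for a mitochondrial regulator, at -0.31 ± 0.14 (SE). Fibrosis and injury microRNAs had 11 higher and 4 lower of 15 (median 0.217, camera adjusted p = 0.17), with miR-21a-3p at 0.81, miR-21a-5p at 0.22 and miR-122-5p at -0.37. Estrogen receptor microRNAs had 6 higher and 7 lower of 13 (median -0.012, camera adjusted p = 0.852). Their mixed-direction fry test passed (adjusted p = 0.0186), as it did for the iron and hypoxia list (0.00489) and the list of miR-143, miR-145a and miR-455 arms (0.0244), and each of these lists holds miR-145a-5p. Adjusted over the list alone, miR-145a-5p was the 1 estrogen receptor microRNA to pass, 2 of 6 loci members passed (miR-145a-5p and miR-455-3p), and 0 passed in the metabolism and injury lists. The loci list had 4 members higher and 2 lower (camera adjusted p = 0.344).

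Families that share a seed or a locus did not pass either. The let-7 family had 5 members higher and 4 lower of 9 (camera adjusted p = 0.852), with let-7f-5p at 0.04, let-7a-5p at -0.16 ± 0.15 (SE; 0.035 without regular replicate 1) and let-7b-5p at -0.38 ± 0.19. The miR-17~92 and related clusters had 7 higher and 9 lower of 16 (camera adjusted p = 0.852), with miR-92a-3p at -0.17 ± 0.14, miR-25-3p at 0.19 ± 0.18 and miR-93-5p at 0.43 ± 0.17. The imprinted Dlk1-Dio3 cluster, of low abundance in these livers, had 5 higher and 15 lower of 20 (median -0.269, camera adjusted p = 0.344), with miR-541-5p at -0.68 ± 0.41, miR-411-5p at -0.25 ± 0.28 and miR-136-3p at -1.72 ± 0.68. Much of this rests on single libraries: without regular replicate 3, miR-541-5p was at -0.017 and miR-136-3p at -1.112, and without soy replicate 2 miR-411-5p was at -0.033. Adjusted over the list alone, 0 members of these 3 lists passed. The median and the mean differed in sign for the loci list (0.129 and -0.334), the liver list (0.006 and -0.074), hepatocyte (0.02 and -0.041), endothelial (-0.01 and 0.077) and let-7 (0.042 and -0.02), where camera followed the mean, and for the miR-17~92 list camera pointed up although the median was -0.173 and the mean -0.057.

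**Figure D3:**
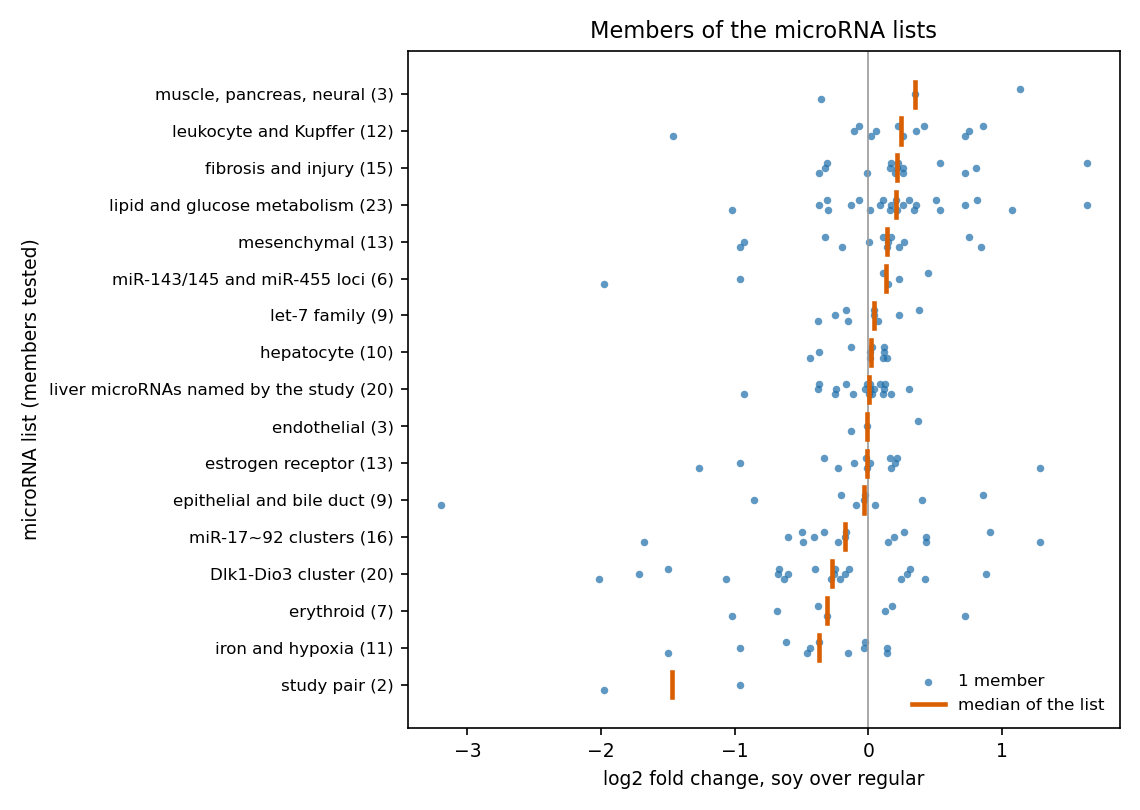
Each blue point is the edgeR log2 fold change (soy over regular, x axis) of 1 member of a microRNA list (y axis, with the number of members tested), and the orange bar is the median of the list. The iron and hypoxia list, the only list called by camera, has its median at -0.371, with 2 members above 0 and 9 below. Most other lists also have members on both sides of 0.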

Values the study reported

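The study reported 439 mature microRNAs in the livers of soy-fed mice, from a mean of 22.3e6 mapped reads, and 434 in control livers, from a mean of 20.573e6, without a significant difference. By Deseq analysis at a false discovery rate of 5%, it listed miR-145a-5p with a log2 fold change of 0.849 and miR-455-3p with 1.201. By quantitative RT-PCR it gave fold changes of 1.21 and 1.56 for the same microRNAs.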

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

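DESeq2 with a fold-change prior, DESeq2 under other filters or with libraries left out, and the lists without the study's pair were chosen after seeing the data. The direction of miR-145a-5p and miR-455-3p, lower in soy, held under all 18 alternatives, at log2 fold changes of -1.041 to -0.827 and -2.241 to -1.246, with adjusted p from 0.00952 to 0.687 and from 6.41e-07 to 0.677. Leaving out each library gave -1.041 to -0.827 and -2.241 to -1.463 by edgeR. The call depended on the tool and the filter. In place of the 0 called by edgeR, DESeq2 called 2, with or without independent filtering (miR-145a-5p -0.957, miR-455-3p -1.969), and also 2 with the prior (-0.827 and -1.246). edgeR without a filter called 8 (miR-455-3p at -1.894, miR-10b-5p, miR-142a-5p, miR-150-5p, miR-215-5p, miR-21a-3p, miR-375-3p and miR-592-5p). limma-voom and limma on the deposited log2 values called 0. DESeq2 called 1 without a filter and 0 to 6 with a library left out: 0 without regular replicate 3 or soy replicate 2, 1 without soy replicate 1, 3 without soy replicate 3, 6 without regular replicate 2, and 2 others, miR-125a-5p and miR-592-5p, without regular replicate 1. The cause was not tested.

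With the number in the labels as a replicate block, edgeR called 5 microRNAs (miR-145a-5p at -0.959, miR-455-3p at -1.947, miR-142a-5p, miR-215-5p and miR-375-3p) and the list count did not change. Over all microRNAs the numbers gave no sign of pairing the mice: deviations of same-numbered libraries correlated at 0.0323, -0.103 and 0.00369, and 1 of 6 libraries correlated best with its own number. A shared source behind single microRNAs is not excluded by this, since miR-215-5p and miR-375-3p, both called with the block, had their lowest counts in replicate 1 of each group.

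The iron and hypoxia list, the 1 list called, was lost (0 lists) without the 5 most abundant microRNAs (adjusted p 0.104), without a filter (0.0653), with 4 reads in every library (0.054), with an estimated correlation (0.491) and without the study's pair (0.17), and leaving out each library gave 0 to 1 lists, with 1 only without soy replicate 1. The difference in detected microRNAs, soy minus regular, was -4.33 and became 1.0 at 1 read, 7.0 at 10 reads, -8.0 with counts thinned to 5727546 reads and -20.0 to 6.5 with a library left out, all within the spread between mice. Depth and miR-122-5p share kept their direction in all alternatives run.

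Over 43 further named microRNAs and 768 values, 728 kept direction and side of the threshold, 33 reversed and 7 newly passed, and 30 microRNAs never reversed. By total reads let-7f-5p was -0.003 and miR-30a-5p -0.018; without a filter miR-126a-3p was 0.07, miR-31-5p 0.063 and miR-200b-3p 0.053; with filterByExpr miR-126a-3p was 0.014 and miR-31-5p 0.004; on the deposited log2 values miR-143-5p was -0.432, let-7f-5p -0.006 and miR-30a-5p -0.02. Leaving out 1 library moved 37 of the 45 named log2 fold changes by over 1.5 times, or turned them, at least once, and the exceptions were miR-145a-5p, miR-455-3p, miR-141-3p, miR-150-5p, miR-219a-1-3p, miR-5099, miR-126a-5p and miR-93-5p. The ranges that crossed 0 were -0.373 to 1.073 for miR-143-5p, -0.092 to 0.434 for miR-145a-3p, -0.081 to 0.285 for let-7f-5p, -0.045 to 0.16 for miR-30a-5p, -0.272 to 0.093 for miR-125b-5p, -0.088 to 0.157 for miR-126a-3p, -0.17 to 0.137 for miR-181a-5p, -0.037 to 0.58 for miR-451a, -0.096 to 0.753 for miR-144-5p, -0.043 to 0.102 for miR-31-5p, -0.128 to 0.117 for miR-200b-3p, -0.095 to 0.709 for miR-133a-3p and -0.209 to 0.035 for let-7a-5p. Under counting error alone, depth would set what a count of 0 allows, 0.235 to 0.524 CPM. Depth does not account for the number of values at 0, so a 0 here may stand for a higher level than that.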

Other observations

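The tests on the arms of the miR-145a and miR-455 hairpins, on the direction of miR-145a-5p and miR-455-3p, and on the DESeq2 count over splits were chosen only after the result was seen.

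Some abundant microRNAs varied widely between mice of the same diet, and are named here after their values were seen. Among 109 microRNAs with a mean of at least 1000 reads, the median coefficient of variation within groups was 15.8%. miR-215-5p, a relative of miR-192 made mainly in gut epithelium, reached 82.7%, with 1301, 13029 and 7748 reads in regular and 2045, 26929 and 27062 reads in soy libraries. miR-375-3p, of endocrine cells and gut, had its lowest counts in the same libraries, which share the number 1, 90 in regular replicate 1 and 170 in soy replicate 1, against 402 to 1544 elsewhere. miR-10b-5p was highest in soy replicate 1, at 18952 reads against 2555 to 5154 elsewhere, as were miR-182-5p and miR-183-5p, which are made from a shared cluster, at 49230 and 3930 reads, and regular replicate 1 had the highest counts of that cluster pair in its group, at 32293 and 2510 reads.

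The mean total here was 10990215 reads in soy and 8765384 in regular libraries. That is lower than the values quoted from the study above. Whether both count the same kind of reads is not known here. The log2 fold changes by DESeq2 were -0.957 for miR-145a-5p and -1.969 for miR-455-3p. They are opposite in sign to the values quoted from the study above.

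miR-145a-5p and miR-455-3p were lower in soy, against the direction quoted from the study above. The tables argue against the scaling or the tool as the source, since the highest log2 fold change over all scalings, filters and tools was -0.827 ± 0.202 (SE) for miR-145a-5p and -1.246 ± 0.285 for miR-455-3p, and against a single wrongly labelled library, since leaving out each in turn gave at most -0.827 ± 0.237 and -1.463 ± 0.396. What stays open is an exchange of all group labels, or of the sign of the ratio, in one of the sources, and these cannot be told apart from the counts, which either would leave as they are. DESeq2 with a fold-change prior gave -0.827 and -1.246, near in size to the listed values with the sign turned. The RT-PCR values quoted above were not analysed here; if they are ratios of soy to regular, a turned sign of the sequencing ratio alone would not account for them. Total reads were higher in soy, as in the values quoted above. MicroRNAs above 4 reads averaged 434.0 in soy and 438.0 in regular libraries, close to the values quoted above with the groups exchanged. These measures point opposite ways and do not decide this. Whether the diets differ beyond the spread between mice does not bear on it. The directions given in the report follow the labels of the libraries.

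Only 1 arm of the miR-145a and miR-455 hairpins was lower in soy. Less transcription of the locus, or fewer cells that make it, would lower both arms, and is argued against as the whole source by the log2 ratio of 5p to 3p reads, soy minus regular, at -1.079 ± 0.373 (SE) for miR-145a and 2.477 ± 0.573 for miR-455, both past the bound of 2 SE, and by the log2 fold changes of arms not picked for a change, 0.11 ± 0.28 for miR-145a-3p, 0.23 ± 0.18 for miR-143-3p and 0.45 ± 0.33 for miR-455-5p. This is limited evidence, since the pair was picked for its lower arm, the regular miR-455 ratios had an SD of 1.27, and over 46 hairpins the limma adjusted p was 0.264 and 0.0827, with 3 hairpins at an unadjusted p under 0.05 and 6 with the groups apart, against 4.6 by chance. A threshold on the adjusted p was added after these values were seen, which left the explanation open. That threshold was then set aside, also after they were seen, because the bound as first written did not hold it. In simulated ratios that threshold found 0 of 10 shifts of 1 log2 unit but 10 of 10 of 2. Those 10 hairpins were moved together, which eases the adjustment. Low power for a lone shift with the SE of 0.573 of miR-455 is therefore not excluded. Counting noise alone is argued against by standardized differences of 5.05 and 7.74 at a variance of 17.4 times the mean. That ratio was measured in microRNAs with means of 4 to 100 reads and taken as reads per molecule. At the whole spread of microRNAs of 300 to 1000 reads, animals included, the standardized differences were 2.87 and 4.40. The pair had the smallest p of all microRNAs tested, so these are picked values. Ends or variants of the mature sequence that the counting missed could also part the arms, and stay open because 0 read-level files were used here, as does an untested effect of the diet on processing of the hairpins.

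Low microRNAs were at 0 in some libraries and well above 0 in others, with 22% of values at 0 among 75 microRNAs with a mean of 10 to 30 reads, where sampling of single reads would give 0.01%. A shallow library is argued against, since 20.8% of values were at 0 without regular replicate 3. Constant relative variation between animals is argued against by the growth of the variance within groups, as the mean to the power 1.14 (bootstrap interval 1.05 to 1.23) for means of 4 to 300 reads, where it would need a power near 2. That power is nearer to what few molecules sampled before amplification, each read many times, would give. Counts simulated once at a fixed 12 reads per molecule and equal depths gave 0.954, below the interval. That value has no interval of its own, and the measured variance over the mean was 17.4, so it does not decide how much of the spread is covered. Few sampled molecules stay a hypothesis. No biological explanation was tested, and a count seen in a single library, such as 56 for miR-217-5p in soy replicate 3, may then stand for a few molecules.

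The 6 libraries make 10 splits into groups of 3, too few for a share under 0.05. edgeR called 0 in the real split and at most 0 in the others, so all 10 splits gave as many. DESeq2 called 2 in the real split and at most 2 in the others, with 4 splits that gave as many. camera called 1 list in the real split and at most 2 in the others, with 3 splits that gave as many.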
